# Gender Differences in a *Drosophila* Transcriptomic Model of Chronic Pentylenetetrazole Induced Behavioral Deficit

**DOI:** 10.1371/journal.pone.0008136

**Published:** 2009-12-02

**Authors:** Abhay Sharma, Farhan Mohammad, Priyanka Singh

## Abstract

A male *Drosophila* model of locomotor deficit induced by chronic pentylenetetrazole (PTZ), a proconvulsant used to model epileptogenesis in rodents, has recently been described. Antiepileptic drugs (AEDs) ameliorate development of this behavioral abnormality. Time-series of microarray profiling of heads of male flies treated with PTZ has shown epileptogenesis-like transcriptomic perturbation in the fly model. Gender differences are known to exist in neurological and psychiatric conditions including epileptogenesis. We describe here the effects of chronic PTZ in *Drosophila* females, and compare the results with the male model. As in males, chronic PTZ was found to cause a decreased climbing speed in females. In males, overrepresentation of Wnt, MAPK, TGF-beta, JAK-STAT, Cell communication, and Dorso-Ventral axis formation pathways in downregulated genes was previously described. Of these, female genes showed enrichment only for Dorso-Ventral axis formation. Surprisingly, the ribosomal pathway was uniquely overrepresented in genes downregulated in females. Gender differences thus exist in the *Drosophila* model. Gender neutral, the developmental pathway Dorso-Ventral axis formation may be considered as the candidate causal pathway in chronic pentylenetetrazole induced behavioral deficit. Prior evidence of developmental mechanisms in epileptogenesis may support potential usefulness of the fly model. Given this, gender specific pathways identified here may provide a lead for further understanding brain dimorphism in neuropsychiatric disorders.

## Introduction

The prevalence and course of various neurological and psychiatric disorders are known to differ between the sexes [*1*], [*2*]. Sexually dimorphic CNS structure and function are known in animals as well [*3*]. The gender-specific differences have been observed at various levels including gene expression, metabolism and cell division [*4*], [5**]. For example, sex-specific differences in brain metabolism have been observed in epileptic patients [*4*]. Similarly, seizures have been found to cause gender-specific effect on cell proliferation and survival in rats [*5*]. Differences in patterns of gene expression have been suggested as one of the contributing factor in sexual dimorphism in neuropsychiatric disorders [*6*].

A male *Drosophila* model of locomotor deficit induced by chronic pentylenetetrazole (PTZ), a proconvulsant used to model epileptogenesis in rodents, has recently been described [*7*]. Antiepileptic drugs (AEDs) have been found to ameliorate development of this behavioral abnormality. Time-series of microarray profiling of heads of male flies treated with PTZ has shown that gene expression changes in the fly model resemble, to some extent, that in epileptogenesis [*7*]. It has been argued that amenability of *Drosophila* to systems level modeling may tempt further dissection of the fly PTZ model to examine its potential usefulness in understanding epileptogenesis-like plasticity and in unraveling mechanisms of long-term action of AEDs relevant in neuropsychiatric conditions [*7*]. Given the potential of the fly model in understanding sex differences in pathological condition, we developed the female counterpart of the male model and examined gender differences, if any. We describe here the effects of chronic PTZ in *Drosophila* females, and compare the results with the male model. We do observe gender differences in the fly model at transcriptomic level.

## Results

Chronic treatment with PTZ for seven days was earlier described to result in a decreased climbing speed in males [*7*]. We similarly treated females and measured the climbing speed. Whereas the control NF treated flies (*n* = 24) climbed with a speed of 1.23 cm/sec, PTZ treated ones (*n* = 24) showed a climbing speed of 0.86 cm/sec. Pair-wise Student's *t*-test, two-tailed, heteroscedastic, showed the gender difference in climbing speed as significant (*p* = 0.001). Females were thus found comparable to males in terms of behavioral effect of chronic PTZ.

Time-series of microarray expression profiles of heads of male flies at 0 hr and after PTZ treatment for 12 hrs, two days and seven days have previously been described [*7*]. Numbers of analyzable genes in SAM (Significant Analysis of Microarrays) in male microarrays at these time-points were 4369, 4637, 5259 and 4297, in that order [*7*]. At 0 hr, no gene was detected as differentially expressed below 96% FDR (false Discovery rate). At 12 hrs, 2^nd^ day and 7^th^ day time-points, 23, 2439 and 265 genes were found to be downregulated at 22.76%, 13.74% and 23.03% FDR, in that order [*7*]. No upregulated gene was detected at these FDRs [*7*]. Given small number of genes at 12 hrs, these FDRs were considered as the best compromise between uniformity across time points and acceptability in terms of incorporating false positives [*7*]. To compare with males, we generated microarray gene expression profiles of heads of female flies after 12 hrs, 2 days and 7 days of PTZ treatment using the same materials and methods. 

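Heads of female flies given PTZ at 8 mg/ml, in vials of 30 flies, were compared with heads of flies on normal food (NF) on 2-colour cDNA arrays of 27648 spots printed in side-by-side duplicates. There were 4 arrays each at 12 hrs, on the 2nd day and on the 7th day of PTZ, and another 4 on the 14th day, 7 days after PTZ was withdrawn, which the paper does not report. The labels describe each replicate as a separate set of vials and head pools. In each set of 4, replicates 1 and 2 carried PTZ in Cy5 and replicates 3 and 4 carried it in Cy3. The authors scanned the slides, normalized ratios in Acuity and removed weak, saturated or uneven spots, and the deposited values are log2 ratios of the red (Cy5) over the green (Cy3) channel. Their dye direction was read from the labels and set against the paper's Table S1: genes listed there as lower on the 2nd day had a median percentile of 3.98 and 7.21 in replicates 1 and 2 and of 92.7 and 95.9 in replicates 3 and 4, so the sign of replicates 3 and 4 was turned and every value below is PTZ over NF. Arrays held a value for 8709 to 15763 spots at 12 hrs, 10169 to 15066 on the 2nd day, 11358 to 17809 on the 7th day and 10171 to 21970 on the 14th day. Duplicate spots had a median Spearman correlation of 0.601 across genes (range over arrays 0.470 to 0.735). In 15116 rows 1 gene was named (6793 genes), in 102 several and in 12430 none, and unnamed neighbours were averaged as a pair. Array medians before turning ran from -0.21 to -0.13 at 12 hrs, from -0.21 to -0.04 on the 2nd day, from 0.73 to 1.39 on the 7th day and from 0.01 to 1.56 on the 14th day. Each array was therefore centred on its median. This departs from the plan fixed in advance, which took the values as deposited with centring as the alternative: the change was made once the array medians were known and before any gene was tested, and results that differ as deposited are given with both values. Genes measured on at least 3 of the 4 arrays of a time point were tested against 0 with limma, at an adjusted p under 0.19, the highest FDR the paper used. The labels of 7th day replicate 4 disagree, since its title gives the 7th day and its treatment text describes withdrawal. It was kept at the 7th day, because the paper's methods give 4 arrays there.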

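Of the 13059 genes and unnamed spot pairs on the array, 5760 were measured on at least 3 of 4 arrays at 12 hrs, 5415 on the 2nd day and 7289 on the 7th day. Of these, 3022, 2850 and 4036 carried the name of 1 gene. Of the members named here, 19 of 23 ribosomal proteins, 26 of 31 translation factors and 20 of 31 proteasome genes were measured on the 7th day. These counts do not give the coverage of the whole families, since 12430 of the 27648 rows name no gene and further members could not be tested. Fat body markers were measured less fully, with 8 of 20 at 12 hrs and 12 of 20 on the 2nd day. The GABA receptor gene Rdl is not among the rows named here. In simulated arrays with the same missing values, limma recovered 84.0% of genes changed by 1 log2 unit at 12 hrs, 90.0% on the 2nd day and 83.0% on the 7th day. The simulated noise was independent between genes and held no dye effect, and 200 genes were changed at once. These shares can therefore overstate the power of the real arrays to call a few changes.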

Analyzable genes in SAM were found to be 5307, 5346 and 6995, in that order. 

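On the 2nd day of PTZ, 7 named genes fell, each below 0 on every array that measured it. The gene fit, expressed in the fat body of the female head, fell by 1.25 on the log2 scale (SD 0.15, n = 4 arrays, adjusted p = 0.0346 from limma). CROT, which encodes carnitine O-octanoyltransferase of fatty acid oxidation, fell by 1.08 (SD 0.09, n = 4, limma adjusted p = 0.0346), and AkhR, the receptor of adipokinetic hormone, fell by 0.54 (SD 0.08, n = 4, limma adjusted p = 0.146). The others were CG5707 at -0.78, CG4757 at -0.87, CG3036 at -0.75 and, on 3 arrays, CG8654 at -1.10. With 4 unnamed spot pairs, 11 were lower, and 1 unnamed pair was higher at 1.34. All 7 named genes are in Table S1, which was chosen on these arrays and is no independent evidence.
Among the other genes of Table S1, bmm, the Brummer triglyceride lipase, had a mean of 0.60 on the 2nd day (SD 0.23, above 0 on 4 of 4 arrays, limma adjusted p = 0.373), while Cyp6w1 and phu are not among the rows named here. At 12 hrs mRpS34, a mitochondrial ribosomal protein, was at 1.06 (SD 0.34, above 0 on 4 of 4, limma adjusted p = 0.880) and CG14687 at -0.51 (SD 0.07, below 0 on 4 of 4). CG30154 on the 7th day was at 0.80 (SD 0.47, above 0 on 4 of 4, limma adjusted p = 0.596), with replicate 3 at 1.5 and the others from 0.53 to 0.60. By limma 0 genes passed at 12 hrs, where 81 were lower and 56 higher at an unadjusted p under 0.05, and 0 on the 7th day, where 250 were lower and 360 higher. Chance alone gives about 288 at 12 hrs, where 137 were found, and about 364 on the 7th day, where 610 were. On the 2nd day 262 were found, against about 271 by chance. These counts leave the dye effect in the spread of each gene. With a dye term limma found 349 at 12 hrs at that p (166 lower, 183 higher). On the 2nd day it then found 432 (266 and 166), and on the 7th day 807 (410 and 397). At the paper's FDRs, SAM over all 16 sign changes gave 1 lower and 0 higher at 12 hrs, 19 lower and 0 higher on the 2nd day, and 1 lower and 4 higher on the 7th day. These 4 included CG6195 at 0.63, named after its value was seen, and the other features with 5 or fewer per direction were unnamed.
The 2nd day count of 11 lower became 9 with the values as deposited, 0 without replicate 3, 0 without replicate 4, 3 without replicate 1, and 0 with trend and robust eBayes. Across all genes, 2nd day arrays of opposite dye orientation had Spearman correlations of -0.39 to -0.08 after turning. As deposited, the 7th day counts became 0 lower and 1 higher by limma, and, in settings added after seeing the data, 2 and 1076 by SAM and 17 and 146 by limma with a dye term. At an unadjusted p under 0.05, the 7th day gave 3 lower and 38 higher as deposited, 338 and 298 with centring on the mean ratio, and, without replicates 1 to 4 in turn, 83 and 220, 115 and 265, 344 and 277, and 339 and 770.

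**Figure D1:**
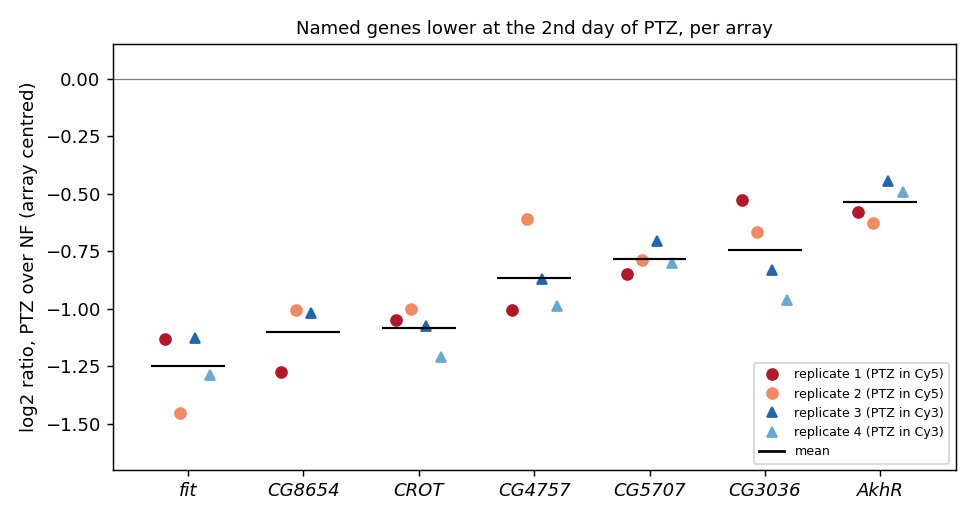
Log2 ratio of PTZ over NF on the 2nd day for the 7 named genes that passed limma, with 1 point per array, coloured and shaped by replicate and dye, and a line at the mean. Every point lies below 0, from -1.45 for fit in replicate 2 to -0.44 for AkhR in replicate 3, and CG8654 has 3 points.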

At 12 hrs, 2^nd^ day and 7^th^ day time-points, 1, 3 and 1 genes were upregulated, and 1, 68 and 800 genes were downregulated at 0%, 16% and 19% FDR, in that order (**Table S1**). As the next FDR jumped to 43% at 12 hrs time point, we considered the above FDRs as comparable to male profiles.

Earlier, clustering of male microarrays was found to be consistent with the time-series [*7*]. We clustered the female microarrays and examined their consistency. 

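Across 3608 genes measured at all 3 time points, the mean profiles of 12 hrs and the 2nd day lay closest (City Block distance 0.168 per gene) and joined first by average linkage, and the 7th day joined at 0.233. City Block distance also depends on the size of the changes and on the noise. The median SD between arrays was 0.24 at 12 hrs, 0.18 on the 2nd day and 0.26 on the 7th day. Before centring and turning, the 7th day arrays also had medians of 0.73 to 1.39, unlike those of the earlier times. Time therefore cannot be told apart from other differences between these sets of arrays. By correlation distance, where 1 stands for no correlation, 12 hrs lay at 0.975 from the 2nd day and 1.11 from the 7th, and these 2 at 1.07. The order of joining therefore does not show a shared response across genes. Of the named genes, mRpS34 was the one that passed for a difference between these times. From its 12 hrs level above 0 it went to -0.65 on the 2nd day (SD 0.34, below 0 on 4 of 4 arrays) and -0.90 on the 7th day (SD 0.39, below 0 on 4 of 4), and its difference of the 7th day from 12 hrs was -1.96 (SE 0.23, adjusted p = 0.0412 from limma). Its difference of the 2nd day from 12 hrs was -1.71 (SE 0.22, limma adjusted p = 0.142). A dye term, added after seeing the data, took the limma adjusted p to 0.0892 for the 7th day and 0.218 for the 2nd. Genes of glycolysis were lower as a list, with a median difference of -0.42 on the 7th day against 12 hrs (8 genes, adjusted p = 0.00635 from limma's cameraPR) and of -0.22 on the 2nd day against 12 hrs (10 genes, adjusted p = 0.00643). With an estimated correlation, over the 5 and 6 of these genes measured on every array, they had adjusted p = 0.385 and 0.395, also added after seeing the data. No list passed that test in either comparison, so failing it does not show that glycolysis was unmoved. Besides mRpS34, 5 unnamed spot pairs differed between the 7th day and 12 hrs, 3 lower and 2 higher on the 7th day, of 4460 features tested. These 6 calls became 15 with the values as deposited, 0 without 7th day replicate 2, 1 without 7th day replicate 3, 2 without 7th day replicate 1, 3 without 12 hrs replicate 1 or replicate 4 and 11 without 12 hrs replicate 3.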

Like males, female microarrays also clustered according to the time-series (**Fig. 1a**). To examine possible gross level sex differences, we clustered both male and female time-series together. Except 2^nd^ day time-point where some discrepancy was noted, males and females were found to be similar in their chronological response to PTZ (**Fig. 1b**). 

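The genes of Table S1 lay on the side the table gives in the arrays it was chosen from, so their direction is no independent evidence. Of its genes lower on the 7th day, 494 were measured here, and 483 had a mean below 0, 275 of them on every array. Their median was -0.27 (quartiles -0.35 and -0.20), 116 had an unadjusted p under 0.05 and 0 passed limma. Of its genes lower on the 2nd day, all 44 that were measured had a mean below 0, with a median of -0.44, and 7 passed limma. Among all features, means beyond 0.5 log2 units numbered 98 lower and 50 higher on the 2nd day, and 79 lower and 220 higher on the 7th day. Centring sets the median of each array to 0, so a shift shared by all genes cannot be seen. As deposited, the median of all means on the 7th day was 0.09. Once turned, the single arrays had medians of 0.73, 1.39, -0.84 and -0.75 in replicates 1 to 4, so 0.09 is no measure of a shared shift.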

As described above, PTZ's overall effect on gene expression in females, like males, was inhibitory (**Table S1**). Thus, we henceforth compared genes downregulated in males and females.

**Figure 1:**
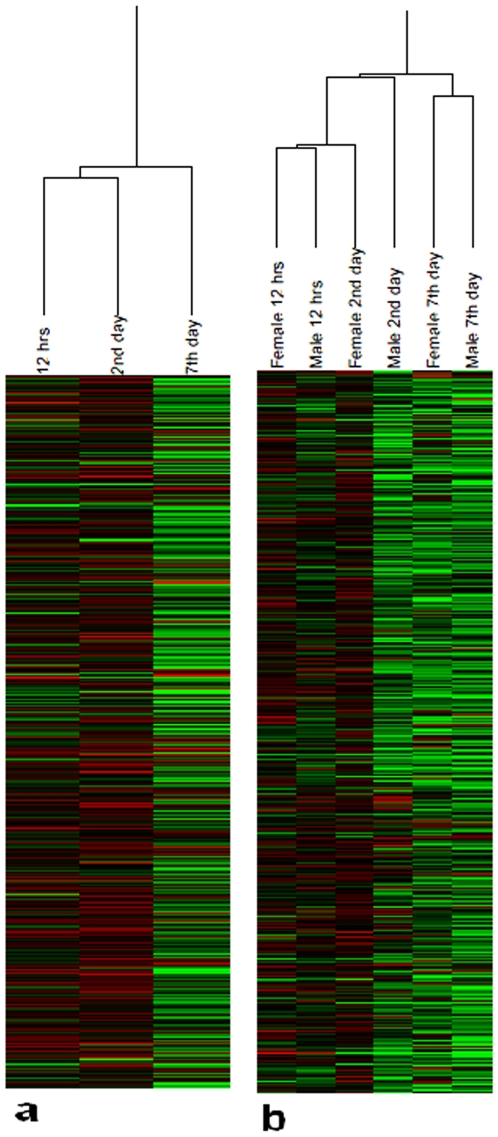
Time-series of microarray gene expression profiles. Profiles were generated from heads of PTZ treated flies. Hierarchical clustering of female profiles alone (a), and both male and female profiles together (b). Male microarrays were described previously [*7*]. City Block similarity metric and average linkage methods were used for clustering of arrays. Each profile represents mean of normalized log_2_ ratio (635/532) of four biological replicates with balanced dye-swaps. The cluster was generated using Acuity 4.0.

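Among 33 gene lists fixed in advance, with Table S1 and the pathway figures already read, translation factors had the smallest p of the 7th day from limma's cameraPR (adjusted p = 0.00341), with a median of -0.13 and 22 of 26 members below 0. With an estimated correlation, over the 18 members measured on every array, it had an adjusted p = 0.717, as did the proteasome (10 members) and ribosomal proteins (16). That was the smallest adjusted p of any list on the 7th day by that test. The correlation was estimated from 4 arrays, so a list that fails there is not shown to be unmoved. Named translation factors were the initiation factor subunits eIF3b at -0.59, eIF3i at -0.36 and eIF3f1 at -0.37, and the elongation factor eEF1delta at -0.40, each below 0 on every array that measured it. The proteasome list had a median of -0.17, with 14 of 20 below 0 (adjusted p = 0.0248 from cameraPR), including Prosalpha5 at -0.53 and Prosbeta5 at -0.43. No member passed over all genes, and 5 translation factors and 2 proteasome genes were lower adjusted over the list alone. The histone list held 2 genes, His2Av at -0.70 and BigH1, a linker histone of the female germline, at -0.79 (cameraPR adjusted p = 0.0113, but adjusted p = 0.145 by ranks). Its median by array was -1.48, -0.39, -0.90 and -0.0058 in replicates 1 to 4, and the median of the means went from -0.74 to -0.43 without replicate 1 and to -1.07 without replicate 4. Markers of ovary and germline had a median of -0.25 on the 7th day (cameraPR adjusted p = 0.0857, adjusted p = 0.783 with an estimated correlation), and by array of -0.39, 0.30, -0.24 and 0.04.
As deposited, translation factors and the proteasome had adjusted p = 0.206 and 0.567 from cameraPR. Their medians were then -0.0345 and -0.062, against 0.095 for all means. Without replicates 1, 3 and 4 in turn, the proteasome's adjusted p was 0.149, 0.0531 and 0.103, with medians of -0.10, -0.19 and -0.21, so its fall is smaller without replicate 1 alone of these 3. Among the paper's Table S1 genes, translation factors numbered 11 of 28 measured members against 2.91 by chance (Fisher's exact test, two-sided, adjusted p = 0.00187 over the lists), a list chosen on these arrays.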

We identified overrepresented pathways in genes downregulated in females at all three time-points combined (**Table 1**). In males, overrepresentation of Wnt, MAPK, TGF-beta, JAK-STAT, Cell communication, and Dorso-Ventral axis formation pathways in downregulated genes has previously been described [*7*]. Of these, female genes showed enrichment only for Dorso-Ventral axis formation (**Fig. 2**). 

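Genes of Dorso-ventral axis formation did not move as a list on the 7th day. Of 11 measured members, 7 had a mean below 0 and 4 above, with a median of -0.07 (adjusted p = 0.591 from limma's cameraPR, adjusted p = 0.966 with an estimated correlation). The lowest was egh, a glycosyltransferase gene, at -0.33 (SD 0.16, below 0 on 3 of 3 arrays, limma adjusted p = 0.598), and the zinc finger gene Cf2 was at -0.22 (SD 0.25, below 0 on 3 of 4). These are the list's 2 measured members in Table S1. Above 0 were enc at 0.21, orb at 0.17 and the piRNA pathway gene aub at 0.14, while grk, which encodes the ligand Gurken, was at -0.27 (SD 0.58). None of the 11 passed limma, over all genes or adjusted over the list alone. The list's median was 0.13 with the values as deposited, where the median of all means was 0.095, and 0.01 without replicate 2. Of the 7 named genes called lower here, all on the 2nd day, 0 were members against 0.015 by chance (Fisher's exact test, two-sided, p = 1.00). With so few calls this test has little to say. Of the Table S1 genes 2 were members, against 1.14 by chance (exact p = 0.319).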

Further, it was remarkable to note uniquely significant overrepresentation of the ribosomal pathway in females (**Fig. 3**).

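Of 19 ribosomal protein genes measured on the 7th day, 18 had a mean below 0, and the median was -0.17 (adjusted p = 0.00971 from limma's cameraPR, but adjusted p = 0.717 with an estimated correlation). Among them were RpLP0, of the ribosomal stalk, at -0.27 (SD 0.10, below 0 on 4 of 4 arrays, limma adjusted p = 0.596) and RpS7 at -0.25 (SD 0.20, below 0 on 3 of 4). RpL24-like at -0.31 and RpLP0-like at 0.34 entered the list by their names and are relatives of ribosome assembly factors. By array, the median of the list was -0.23, -0.32, 0.02 and -0.17 in replicates 1 to 4. No member passed limma over all genes or adjusted over the list alone, and 2 had an unadjusted p under 0.05. At 12 hrs the list's median was -0.04 (cameraPR adjusted p = 0.922), and the difference of the 7th day from 12 hrs had an adjusted p = 0.156 from cameraPR. Of the 7 named genes called lower here, all on the 2nd day, 0 were members against 0.029 by chance (Fisher's exact test, two-sided, p = 1.00). With so few calls this test has little to say. Table S1 gives 527 genes as lower that are named and measured here. Among them were 7 of the list's 21 members, against 2.18 by chance (exact p = 0.00398, adjusted p = 0.0538 over the lists). The 7th day list gave an adjusted p = 0.485 from cameraPR with the values as deposited and 0.103 without replicate 4. Its median was -0.057 as deposited, against 0.095 for all means, and -0.19 without replicate 4. The paper states that the ribosomal pathway was over-represented in females, and that pathways other than Dorso-ventral axis formation differed between the sexes.

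**Figure D2:**
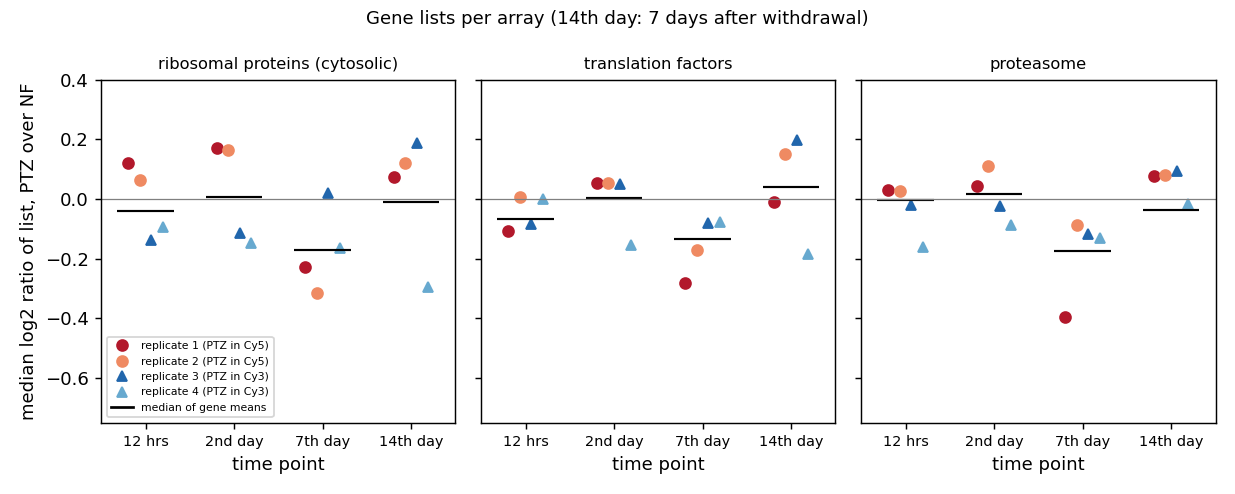
Median log2 ratio of PTZ over NF of ribosomal proteins, translation factors and the proteasome at each time point, with 1 point per array, coloured and shaped by replicate and dye, and a line at the median of the gene means. On the 7th day the lines lie at -0.17, -0.13 and -0.17, and the 4 ribosomal points run from -0.32 to 0.02.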

**Figure 2:**
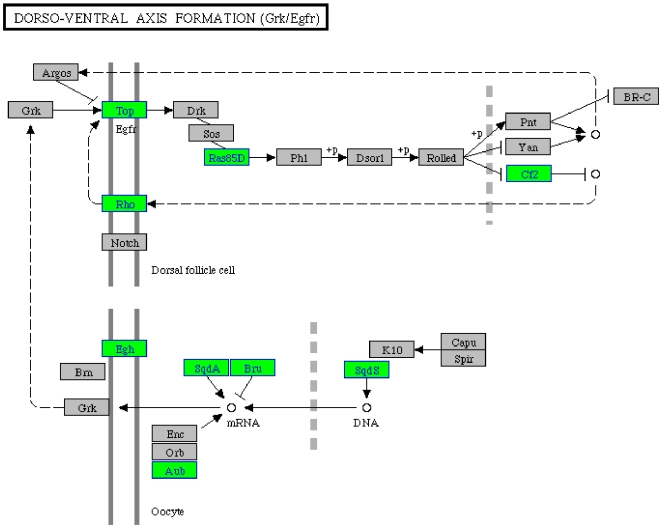
Downregulation of genes related to Dorso-ventral axis formation pathway. Green boxes indicate genes downregulated in females after chronic PTZ. Differentially expressed genes in all the three time-points combined were used for pathway mapping. Dorso-ventral axis formation pathway was previously found to be enriched in males also [*7*].

**Figure 3:**
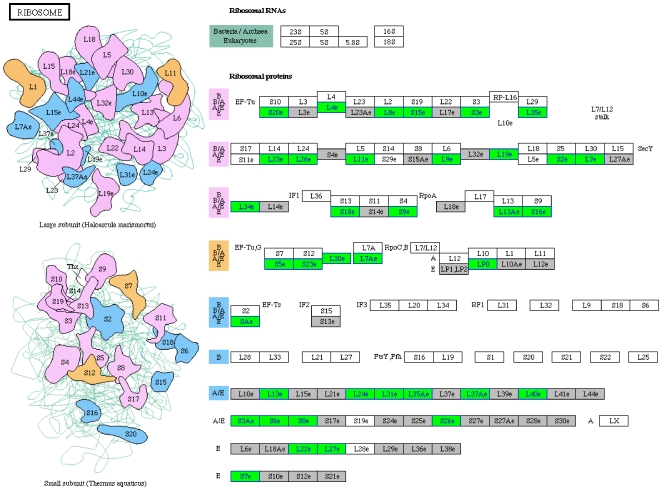
Downregulation of genes related to the ribosomal pathway. Green boxes indicate genes downregulated in females after chronic PTZ. Differentially expressed genes in all the three time-points combined were used for pathway mapping. The ribosomal pathway was previously not found to be enriched in males [*7*]. Grey and white boxes indicate presence and absence of *Drosophila melanogaster* genes in the pathway, respectively.

**Table 1:** KEGG pathways enriched in genes downregulated in females after chronic PTZ.

Term	p-Value	Benjamini adjusted p-Value
Ribosome	2.60E-16	2.80E-14
Dorso-ventral axis formation	3.90E-02	8.20E-01
Pyruvate metabolism	4.70E-02	7.80E-01

## Discussion

Our results show that gender differences do exist in the *Drosophila* model at transcriptomic level. Whereas Dorso-Ventral axis formation pathway has been found to be common in both sexes, other pathways showed gender bias. Considering similar behavioral effect of PTZ, the gender neutral Dorso-Ventral axis formation may be considered as the pathway causally associated with development of behavioral deficit caused by the chemoconvulsant. Our unbiased analysis thus led us to identify a developmental mechanism in the fly model. It is interesting to note here that gene expression studies have previously implicated developmental mechanisms in epileptogenesis [*8*]. This underscores the relevance of the fly model in disease genomics. The gender specific pathways that we have identified may provide a lead for understanding brain dimorphism. Known translational control of long-lasting brain plasticity [*9]*, [10**], for example, is notable in the context of enrichment of the ribosomal pathway genes in the female fly model. Further, coregulation of ribosomal and energy metabolic pathways have recently been noted in the mechanism of AED action in the male fly model (unpublished). 

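Genes of pyruvate metabolism did not move as a list on the 7th day. Of 9 measured members, 5 had a mean below 0 and 4 above, with a median of -0.06 (adjusted p = 0.591 from limma's cameraPR, adjusted p = 0.783 with an estimated correlation). Mdh1, the cytosolic malate dehydrogenase, was at -0.36 (SD 0.29, below 0 on 4 of 4 arrays, limma adjusted p = 0.596). PCB, pyruvate carboxylase, was at -0.31 (SD 0.38, below 0 on 3 of 4), and Men-b, a malic enzyme, at -0.18 (SD 0.08, below 0 on 3 of 3). These 3 are in Table S1, against 1.14 of the list's 11 members by chance (Fisher's exact test, two-sided, p = 0.0978). CG12229 was at 0.45 and AcCoAS, acetyl-CoA synthetase, at 0.11. None of the 9 passed limma, over all genes or adjusted over the list alone. By array the median of the list was -0.11, -0.70, 0.12 and -0.16, and without replicate 2 the median of the means was 0.04.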

In the female model presented here, we do observe downregulation of pyruvate metabolism along with the ribosomal pathway. This is tempting to speculate that female-specific pathways reflect underlying recovery processes. The *Drosophila* systems model seems to offer a unique opportunity to unravel the gender differences in neuropsychiatric disorders in cellular and molecular terms.

## Materials and Methods

Previously described [*7*] methods were used. In brief, 3–4 days old virgin females were treated with 8 mg/ml of PTZ for varying length of time. Flies treated with normal food (NF) were used as controls. An indigenously developed semi-manual method, validated by Dynamic Image Analysis System (DIAS v. 3.4.2, Soll Technologies), was used to measure climbing speed. In this semi-manual assay, each fly was first familiarized in a vertically placed glass column for 90 seconds and then startle induced climbing activity was recorded using a “dot/comma” method. In “dot/comma” recording, the locomotor activity of a fly was recorded by keep pressing the dot key or the comma key of a personal computer, to record a climbing or a resting fly, in that order. Using the cursor speed, the dots and commas were accordingly transformed in the activity and rest period. Climbing speed was calculated using the following formula, *s* = *h*/*t*, where *s* = climbing speed, *h* = height climbed in cm, and *t* = activity period in sec.

Total cellular RNA was isolated from fly heads belonging to four biological replicates. Microarray -cDNA Synthesis Kit, -Target Purification Kit, and -RNA Target Synthesis Kit (Roche) were used to generate labeled antisense RNA. Starting with 10 µg of total cellular RNA, Eberwine method (kits from Roche) was used to generate cDNA and thereafter Cy^3^ and Cy^5^ (Amersham) labeled antisense RNA. The Cy^3^ and Cy^5^ labeled aRNAs (control and treated) were pooled together and precipitated, washed, air-dried, and dissolved in 18 MΩ RNAase free water. A total of 12 microarrays (12 Kv1, CDMC) were hybridized, four each for 12 hrs, 2^nd^ day and 7^th^ day of PTZ treatment. Out of four, two slides were dye-swaps. Slides were scanned at 10 µm resolution using GenePix 4000A Microarray Scanner (Molecular Devices) and the images preprocessed and quantified using Gene Pix Pro 6.0 (Molecular Devices). All microarray data reported in the manuscript is described in accordance with MIAME guidelines. The full microarray data set has been deposited in the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under accession series GSE10852. Ratio based data normalization and selection of features were performed using Acuity 4.0 (Molecular Devices). All Spots with raw intensity less then 100U and less then twice the average background was ignored during normalization. Normalized data was filtered for the selection of features before further analysis. Only those spots were selected which contained only a small percentage (<3) of saturated pixels, were not flagged bad or found absent (flags>0), had relatively uniform intensity and uniform background [Rgn R2 (635/532)>0.6] and were detectable above background (SNR>3). Analyzable spots in at least three of four biological replicates performed were retrieved for downstream analysis using SAM (v.3.0, Excel Add-In) [*11*], under the conditions of one class response and 100 permutations. DAVID [*12*] was used for pathway enrichment analysis (http://david.abcc.ncifcrf.gov/home.jsp). KEGG pathway (http://www.genome.jp/kegg/tool/color_pathway.html) was used for mapping of fly genes.

## Supporting Information

Table S1 Differentially expressed genes in females at 12 hrs, 2nd day and 7th day of PTZ treatment. List of up- and down-regulated genes in heads of female flies treated with PTZ for 12 hrs, two days, and seven days.
(0.12 MB XLS)

How the deposited data were processed for this re-analysis (not part of the article)

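RNA from heads of virgin female flies on PTZ and on NF was compared directly on 2-colour arrays, 16 in all, 4 for each of 12 hrs, 2nd day, 7th day and 14th day (withdrawal). The authors deposited 1 table of log2 ratios, made in GenePix Pro and Acuity by ratio-based normalization, with spots removed that were weak, saturated, flagged or uneven. The centring of the deposited values is not given in the sources used here, and the direction is red over green with swapped arrays unturned, as set by the labels and checked against Table S1. Values at the ceiling of the table, 53 in all, were set missing.

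Rows were named through the platform annotation, with symbols brought up to date through the gene table of the Release 6 assembly, used for names only; 222 rows had a gene ID that table lacks and kept the older symbol. Rows of 1 gene were averaged per array. Neighbouring rows without a name were averaged as a pair, since all 7558 neighbours with names shared the same gene; this was settled after the table was seen. Each array was centred on its median and turned to PTZ over NF.

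The sign was settled before any test. The plan written before the data were examined took the values as deposited; centring took their place once the array medians were known, and both outcomes have since been seen. The other designs were kept as written. With R 4.3.3 and limma 3.58.1, the mean of each time point was tested against 0 (lmFit, eBayes, Benjamini-Hochberg, adjusted p under 0.19) over genes with at least 3 arrays, and differences between time points over the 8 arrays of each comparison. Gene lists were tested with cameraPR at an inter-gene correlation of 0.01 and with camera at an estimated correlation, adjusted within a time point, and are described as moving at an adjusted p under 0.05. List membership was tested with Fisher's exact test over the 5072 named genes measured at any of the first 3 time points. SAM was run with all 16 sign changes on the measured values, without the imputation of missing values that the add-in offers.

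Named genes followed a rule fixed in advance: the 10 largest falls and 10 largest rises among named genes that passed with 1 sign on every array, up to 4 members with the smallest p in each list described, the genes of Table S1 at 12 hrs and those it gives as higher, members of the Dorso-ventral axis and pyruvate lists in Table S1, and Rdl. The values in Table S1 had been seen when it was written. Other members are named to show both directions and were chosen after their values were seen.

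Functions were tested on simulated data with the missing values and spread of each time point, independent noise without a dye effect and 200 changed genes. At the 2nd day 50 of 212 calls were false, at 12 hrs 47 of 179, at the 7th day 28 of 145 and at the 14th day 13 of 87. At 0.5 log2 units, 48.0%, 72.0%, 34.0% and 13.0% of genes were recovered at 12 hrs, 2nd, 7th and 14th day. Alternatives covered centring, a dye term, the threshold, SAM, the number of arrays, single rows, the dye direction, eBayes settings, a shared fit of 16 arrays with and without the replicate number as a block, and each replicate left out. Climbing speed and male arrays were not analysed here.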

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

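The tests of dye in the 7th day lists and in the fat body list, the test of a lower share of fat body, the test of ovary and germline markers, and the dye terms and estimated correlations of differences between time points were chosen only after the result was seen.

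Ribosomal proteins, translation factors and the proteasome lay below the other genes on the 7th day by limma's cameraPR (adjusted p = 0.00971, 0.00341 and 0.0248), but with an estimated correlation each had an adjusted p = 0.717. No list passed with an estimated correlation at any time point, so failing there does not show that a list was unmoved. The 3 lists were put together because they lay low there, so tests of the 3 as one on these arrays are partly fixed by that choice. Of their 65 members, 54 were below 0, with a median of -0.16. As deposited the calls were lost (cameraPR adjusted p = 0.485, 0.206 and 0.567), although the medians of -0.057, -0.0345 and -0.062 still lay below the median of all means, 0.095; centred on the mean ratio, a setting added after seeing the data, the adjusted p was 0.00785, 0.00357 and 0.0284. A dye effect would turn the sign between orientations, but the median of the 3 together was below 0 in each, at -0.23 with PTZ in Cy5 and -0.086 with PTZ in Cy3. With a dye term the lists singly had a cameraPR adjusted p = 0.0156, 0.00148 and 0.00329. Replicate 4, whose labels disagree, does not carry the shift: without it the medians of ribosomal proteins, translation factors and the proteasome lay further below 0, at -0.19, -0.18 and -0.21, and the 3 together had an adjusted p = 0.000783 from limma's cameraPR, though singly ribosomal proteins and the proteasome no longer passed (adjusted p = 0.103 each). Brightness cannot be told apart: 0% of 10000 random lists matched on how many arrays measured a gene had a median as low, but this was fixed in part by the choice of the lists, and 30.8% of the members were measured on all 16 arrays, where that stand-in says no more. A lower share of ovary or germline tissue with PTZ stays open: 9 of its markers, 5 of them in Table S1, had a median of -0.249 (spread 0.13), but by array -0.39, 0.30, -0.24 and 0.04, where the 3 lists together were at -0.27, -0.17, -0.07 and -0.15. Time on PTZ stays open: the 3 lists together were lower on the 7th day than at 12 hrs (adjusted p = 0.00964 from limma's cameraPR), but not with an estimated correlation over the 26 members measured on all 8 arrays (adjusted p = 0.466), and singly the difference had a cameraPR adjusted p = 0.156 for ribosomal proteins, 0.30 for translation factors and 0.080 for the proteasome.

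Fat body markers, which the paper does not discuss, lay lower on the 2nd day (adjusted p = 0.00162 from cameraPR, adjusted p = 0.931 with an estimated correlation): fit passed limma, apolpp was at -0.73 and regucalcin at -0.52, while bmm was at 0.60. All these genes are in Table S1. If the heads held less fat body, the markers would fall together. Of 12, 6 were below 0. Their median was -0.0246, above 0.5 times the fall of the lower members with an unadjusted p under 0.05 (-0.36) by more than its spread of 0.19. But those members were picked for their fall on these same arrays, which favours this outcome. The markers did not all fall, and a lower share of fat body is not excluded. The mean of the list was -0.0016 (SE 0.17) with PTZ in Cy5 and -0.33 with PTZ in Cy3, but a dye effect has opposite signs in the 2 orientations and cancels in the mean of swapped arrays, and with a dye term the list was still lower (adjusted p = 0.0155 from cameraPR), which argues against dye as the whole cause. A response to PTZ stays open.

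At 12 hrs arrays of opposite dye orientation ran against each other, with Spearman correlations across genes of -0.44 to -0.32 after turning. A gene-specific dye effect is a candidate explanation: 1174 of 3103 genes passed limma for dye at 12 hrs, and the dye component of the genes correlated between these times (Spearman 0.383 across 2364 genes). With wrong dye labels on the swapped 12 hrs arrays, the means without turning would be the PTZ response and should resemble that of the 2nd day more than its dye component, but their Spearman correlation was 0.139 with the former and 0.383 with the latter. For the means turned as labelled these were 0.137 and -0.066, so the PTZ response of the 2nd day alone does not tell the 2 readings apart. The dye component does so only if the swapped 2nd day arrays are labelled rightly and both times share a PTZ response. With wrong labels at both times the unturned means could also correlate, so the label question is not settled. No biological explanation was tested.

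Chance was examined for each comparison, and each count of sign changes or splits below includes the real one. On the 2nd day 2 of 8 sign changes called as many features as the real 12, and 8 are too few for a share under 0.05. The other, with 426, turned the swapped arrays and so followed the dyes. For the 7th day against 12 hrs, 3 of 35 splits called as many as the real 6, so chance cannot be excluded. The others, with 153 and 93 calls, each set 12 hrs replicates 1 and 2 against 3 and 4, which differ in dye orientation. They can therefore follow the dyes rather than chance. The highest, 153, divided all arrays by dye orientation. With a dye term the real split called 6, but the other splits were not rerun with it. For the 7th against the 2nd day, 3 of 35 splits called as many as the real 1 (highest other 2), and for the 2nd day against 12 hrs 4 of 35 did (real 1, highest other 1602, again divided by dye), so chance cannot be excluded for these either; with a dye term both gave 0 (262 and 103 without it at an unadjusted p under 0.05). For the 14th against the 7th day the real count was 0 by limma (446 at an unadjusted p under 0.05), which 35 of 35 splits match by construction, so they say nothing about chance there. In that comparison 841 were called by the split that set 7th day replicate 4 with 14th day replicates 2, 3 and 4, and 14th day replicate 1 with the other 7th day arrays, which points to a structure of the samples other than their labelled times. Whether part of it follows the dyes cannot be told. This split sets 3 arrays with PTZ in Cy5 and 1 in Cy3 against 1 and 3, and with a dye term it called 61. But that term overlaps with the split and can take calls from it in any case. Within the time points, 0 of 3905 genes passed limma for dye on the 7th day and 0 of 3553 on the 14th. Across genes 14th day replicate 1 had Spearman correlations of 0.38, 0.17 and 0.20 with 7th day replicates 1 to 3 and of -0.06, -0.26 and -0.17 with 14th day replicates 2 to 4, and 7th day replicate 4 correlated at -0.08 to -0.01 with its own group and at -0.32, -0.12, 0.13 and 0.25 with 14th day replicates 1 to 4. The genes of Table S1 lower on the 7th day had a median percentile before turning of 70.6 in 7th day replicate 4 and 73.7 in replicate 3, the other swapped array. But they were chosen on these arrays, so their side in replicate 4 was partly set by that choice and does not settle its label. The mapping was kept as labelled.

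Of 26 sets of 4 arrays, 2 held an array far from the others, where chance gives about 1 in 20: the proteasome's median on the 7th day was -0.39 in replicate 1 and -0.13 to -0.09 in the others, and CG30154 on the 7th day was 1.5 in replicate 3. Between time points, mRpS34 differed by -1.96 (7th day against 12 hrs) and -1.71 (2nd day against 12 hrs), and unnamed spot pairs by -1.37, 1.35, -1.24, 1.28 and -0.80 (7th day against 12 hrs) and by -1.36 (7th against 2nd day). Glycolysis differed by a median of -0.42 (7th day against 12 hrs) and -0.22 (2nd day against 12 hrs), calls that an estimated correlation does not keep (adjusted p = 0.385 and 0.395). Among lists the paper does not discuss, cameraPR gave an adjusted p = 0.0377 for fat body markers at 12 hrs (0.606 with an estimated correlation, 0.171 with a dye term) and, on the 7th day, 0.00341 for translation factors and 0.0248 for the proteasome (0.717 each with an estimated correlation) and 0.0113 for the 2 histone genes (0.145 by ranks).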

How the results depend on the processing

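Results changed with the centring, the dye orientation and the arrays kept; the mean-ratio centring and the unturned clusterings were chosen after seeing the data, and where a value moved the cause was not tested unless named. As deposited instead of centred, counts gave 0 lower and 0 higher at 12 hrs, 9 and 1 on the 2nd day, 0 and 1 on the 7th day and 0 and 0 on the 14th day, 15 for the 7th day against 12 hrs and 1 for the 14th against the 7th day, the ratio of cluster heights went from 1.39 to 1.92, and the ribosomal list's adjusted p to 0.485. On the values as deposited, SAM gave 2 lower and 1076 higher on the 7th day and 0 and 785 on the 14th, and a dye term gave 17 and 146 on the 7th day; these settings were also added later. Swapped arrays turned the other way gave 954 lower and 875 higher at 12 hrs, 180 and 246 on the 2nd day, 4 lower on the 7th day and 1 for the 7th day against 12 hrs; there bmm went to -0.0885, CROT to 0.059, CG4757 to 0.06, CG3036 to 0.15 and CG30154 to -0.21, a change that follows from the turned sign. At a threshold of 0.05 the 2nd day had 4 lower and 0 higher, and the 7th day against 12 hrs had 2. SAM gave 1 lower at 12 hrs, 19 lower and 0 higher on the 2nd day, and 1 lower and 4 higher on the 7th day. A dye term gave 2 higher on the 2nd day, and 1 lower and 1 higher on the 7th; single rows gave 2 higher on the 2nd day. Trend and robust eBayes, where the trend could follow only the mean log ratio, gave 0 lower and 0 higher on the 2nd day. A shared fit of 16 arrays gave 1 higher at 12 hrs, 6 lower on the 2nd day and 3 lower on the 7th. Mean-ratio centring gave 2 higher on the 2nd day, 1 lower on the 7th, and 13 lower and 21 higher on the 14th. Genes measured on all 8 arrays gave 3 for the 7th day against 12 hrs.

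With the replicate number as a block, the shared fit gave 1 higher at 12 hrs, 6 lower and 0 higher on the 2nd day and 2 lower on the 7th, and 4 for the 7th day against 12 hrs. The numbers were not taken to pair the samples, since correlations of deviations between same-numbered arrays ran from -0.19 to 0.35. They were 0.08 to 0.21 between 12 hrs and the 2nd day. Between the 7th and the 14th day they were 0.35, 0.29, -0.11 and 0.01 in replicates 1 to 4. A partial pairing is therefore not excluded.

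Leaving out each replicate in turn gave 0 to 3 lower and 0 to 1 higher at 12 hrs, 0 to 12 lower and 0 to 1 higher on the 2nd day, 0 to 2 lower and 0 to 1 higher on the 7th day, 0 to 28 lower and 0 to 1 higher on the 14th day (28 without replicate 4), and 0 to 11 for the 7th day against 12 hrs. The ribosomal list's adjusted p ran from 0.0103 to 0.103 and was 0.717 with an estimated correlation; its Fisher exact p was 0.00398 over Table S1 genes. The 12 hrs and 2nd day profiles joined first in every clustering run, with height ratios of 1.24 to 1.45 without a replicate, 1.12 by correlation distance, 4.35 unturned as deposited and 1.12 unturned and centred. Over all planned and added settings, values of the leading results stayed within their limits 165 times, moved 60 times, lost a call 3 times and gained one 1 time; those of single named genes stayed 123 times, lost a call 49 times, gained one 2 times and reversed 5 times.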

Differences from the paper's values

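At 12 hrs, on the 2nd and on the 7th day, the paper gives 1, 3 and 1 genes as upregulated, and limma gave 0, 1 and 0. The thresholds differ: the paper used SAM at 0%, 16% and 19% FDR, and limma was read at an adjusted p under 0.19. Of the alternatives set before the data were examined, 1 gene was higher at 12 hrs with a shared fit of 16 arrays, with or without the replicate block, and without replicate 2. On the 2nd day 2 were higher with a dye term and with single rows. On the 7th day 1 was higher as deposited, with a dye term, and without replicates 1 and 3. The remaining settings of that plan differ from the paper.

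The paper gives 1, 68 and 800 genes as downregulated at these times, and limma gave 0, 11 and 0. At the paper's FDRs, SAM gave 1, 19 and 1, so at 12 hrs the count of SAM equals the paper's, though the feature it called is unnamed. At 12 hrs 0 genes were lower in all other settings of the plan except without replicate 2 (3 genes) and with swapped arrays turned the other way (954 genes). No setting of the plan lay within 1.5 times the paper's count on the 2nd or on the 7th day. As deposited, SAM gave 1076 higher and 2 lower on the 7th day, a setting added after seeing the values in which the offsets of the arrays were left in. Once turned, the array medians were 0.73, 1.39, -0.84 and -0.75 in replicates 1 to 4 (median of all means 0.095). Such offsets need not cancel for features missing on an array, so the direction of that SAM result is not set against the paper's.

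For genes downregulated at the 3 time points, the paper gives p = 2.60E-16 for Ribosome, 3.90E-02 for Dorso-ventral axis formation and 4.70E-02 for Pyruvate metabolism, from DAVID. These are unadjusted, and by the paper's own Benjamini adjustment only Ribosome stayed under 0.05. Fisher's exact test on the 7 named genes called here gave p = 1.00 for each, with 0.029, 0.015 and 0.015 members expected by chance, so with so few calls this test has little to say. Over the paper's Table S1 genes, a setting of the plan, the exact p was 0.00398, 0.319 and 0.0978 (adjusted over the lists 0.0538, 0.555 and 0.248), and none of the settings of the plan falls within 1.5 times the paper's p. The lists and background here hold only genes named and measured on these arrays.

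The paper describes the overall effect as inhibitory. By limma 7 named genes passed as lower on the 2nd day. At an unadjusted p under 0.05 there were 262 features on the 2nd day, where chance alone gives about 271. On the 7th day there were 610, where chance gives about 364. They were 167 lower and 95 higher on the 2nd day and 250 lower and 360 higher on the 7th day. With a dye term the 2nd day gave 432, of which 266 were lower and 166 higher, against the same 271 by chance. Centring fixes much of this balance, and on the 7th day it turned to 338 lower and 298 higher with centring on the mean ratio (added after seeing the values), 325 and 248 in the shared fit of 16 arrays, 364 and 212 with the replicate block, 344 and 277 without replicate 3, 410 and 397 with a dye term, 180 and 174 for genes on all 4 arrays and 116 and 0 with trend and robust eBayes. Higher genes stayed more numerous without replicates 1, 2 and 4 (83 and 220, 115 and 265, 339 and 770), for single rows (456 and 722), on at least 2 arrays (252 and 377), with ceiling values kept (246 and 348), with swapped arrays turned the other way (195 and 247), and as deposited (3 and 38, or 58 and 416 with a dye term). Of the paper's 7th day list of lower genes, 483 of 494 measured here had a mean below 0. Fig. 2 maps genes of the 3 time points combined and marks aub as downregulated. The gene aub was not found by its symbol in Table S1. It had a mean of 0.02 on the 2nd day (3 arrays) and of 0.14 on the 7th day. On the 7th day egh at -0.33 and Cf2 at -0.22, also marked there, lay below 0.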

Other observations

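Genes of glycolysis had a median of -0.16 on the 7th day, with 8 of 10 below 0 (adjusted p = 0.145 from cameraPR). Gapdh1 was at -0.49 and Tpi at -0.35, each below 0 on 4 of 4 arrays, and Eno was at -0.46 on 3 of 3, while Pglym87 was at 0.27. UDP-glucuronosyltransferases, enzymes of detoxification, had a median of 0.20, with 6 of 7 above 0 (adjusted p = 0.164), led by Ugt36D1 at 0.50 and Ugt305A1 at 0.28, each above 0 on 4 of 4. Markers of ovary and germline, which a head sample should hold little of, had a median of -0.25, with 6 of 9 below 0 (adjusted p = 0.0857), among them dhd at -1.98 (SD 1.51, 3 arrays) and piwi at -0.29. None of these lists passed over all centred arrays, but ovary and germline markers passed with the values as deposited (cameraPR adjusted p = 0.0279), with a dye term (0.0182) and without replicate 2 (0.0103) or 4 (0.000466), with an adjusted p = 0.783 at an estimated correlation and 0.374 without replicate 1, where their median went to -0.083. Glycolysis passed without replicate 3 (0.0361) and oxidative phosphorylation without replicate 1 (0.0493), against 0.783 and 0.795 with an estimated correlation. The 4 lists that passed over all arrays are described above. At 12 hrs fat body markers lay lower as a list (adjusted p = 0.0377 from cameraPR, adjusted p = 0.606 with an estimated correlation), with 7 of 8 below 0, a median of -0.09 and apolpp, the apolipophorin gene, at -0.50 (below 0 on 4 of 4).

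On the 14th day, 7 days after withdrawal, 0 of 6464 features passed limma, with 106 lower and 32 higher at an unadjusted p under 0.05, and SAM called 0. Those 138 compare with about 323 by chance. As deposited, the median of all means was 0.25, with medians of single arrays from -1.52 to 1.56 once turned, so it is no measure of a shared shift. Without replicate 4, 28 were lower and 1 higher. None of 32 lists passed; photoreceptor markers had a median of 0.19, with 8 of 11 above 0, and heat shock genes and chaperones a median of 0.13, with 5 of 7 above 0 (adjusted p = 0.299 for each from cameraPR). In simulated arrays, with independent noise and no dye effect, limma recovered 61.0% of genes changed by 1 log2 unit at this time point. Of the 7 named genes of the 2nd day, CROT, fit, CG5707, CG8654 and CG3036 were measured on at least 3 arrays there, with means from -0.14 (CG8654) to 0.42 (fit, SD 0.37, above 0 on 4 of 4, limma adjusted p = 1.00). Differences of the lists between the 14th and the 7th day were above an adjusted p of 0.05, with 0.121 for translation factors and 0.205 for ribosomal proteins.

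At 12 hrs the list next to passing was glycolysis (adjusted p = 0.154), and on the 2nd day glial markers (adjusted p = 0.458). Over the remaining lists adjusted p reached 0.990 at 12 hrs, 0.999 on the 2nd day, 0.895 on the 7th day and 0.965 on the 14th day.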
